# Foreign RNA spike-ins enable accurate allele-specific expression analysis at scale

**DOI:** 10.1093/bioinformatics/btad254

**Published:** 2023-06-30

**Authors:** Asia Mendelevich, Saumya Gupta, Aleksei Pakharev, Athanasios Teodosiadis, Andrey A Mironov, Alexander A Gimelbrant

## Abstract

**Motivation:**

Analysis of allele-specific expression is strongly affected by the technical noise present in RNA-seq experiments. Previously, we showed that technical replicates can be used for precise estimates of this noise, and we provided a tool for correction of technical noise in allele-specific expression analysis. This approach is very accurate but costly due to the need for two or more replicates of each library. Here, we develop a spike-in approach which is highly accurate at only a small fraction of the cost.

**Results:**

We show that a distinct RNA added as a spike-in before library preparation reflects technical noise of the whole library and can be used in large batches of samples. We experimentally demonstrate the effectiveness of this approach using combinations of RNA from species distinguishable by alignment, namely, mouse, human, and *Caenorhabditis elegans*. Our new approach, controlFreq, enables highly accurate and computationally efficient analysis of allele-specific expression in (and between) arbitrarily large studies at an overall cost increase of ∼5%.

**Availability and implementation:**

Analysis pipeline for this approach is available at GitHub as R package controlFreq (github.com/gimelbrantlab/controlFreq).

## 1 Introduction

A highly informative approach to understanding gene regulation is allele-specific expression analysis in RNA-seq data from diploid organisms, including humans. The two parental alleles share the environment of the same nucleus, making allelic imbalance (AI) in gene expression reveal *cis*-regulation (Wittkopp and Kalay 2011; Nica and Dermitzakis 2013). AI analysis has been increasingly used for understanding regulatory variation (Pirinen et al. 2015; Moyerbrailean et al. 2016; GTEx_Consortium, 2017; Mohammadi et al. 2019; Uechi et al. 2020; Vierstra et al. 2020). Besides uncovering genetic effects, allele-specific analysis can reveal epigenetic gene regulation in *cis*, including imprinting (Tucci et al. 2019), X-chromosome inactivation (Galupa and Heard 2018), and autosomal monoallelic expression (Gimelbrant et al. 2007; Zwemer et al. 2012; Gendrel et al. 2014; Chess 2016; Vinogradova et al. 2019).

In a previous work (Mendelevich et al. 2021), we have shown that substantial technical noise is present in RNA-seq experiments and significantly varies between experiments, but it is often not accounted for in the analysis. We demonstrated that in the absence of technical replicates, it is impossible to separate this technical noise from biological variation. The resulting underestimation of the technical noise leads to an increased number of false positives in AI calls and limited reproducibility between different studies (Fig. 1a). To quantify and account for this technical overdispersion (Fig. 1b), we have developed a statistical framework and software tool, Qllelic, that takes advantage of the production of two or more RNA-seq libraries for each RNA sample, i.e. technical replicates (Mendelevich et al. 2021). However, preparation and sequencing of replicate libraries at least doubles the experiment’s costs. This complicates practical application of this approach, especially for large projects, where cost of RNA-seq is a major component of the cost of the study.

**Figure 1.**
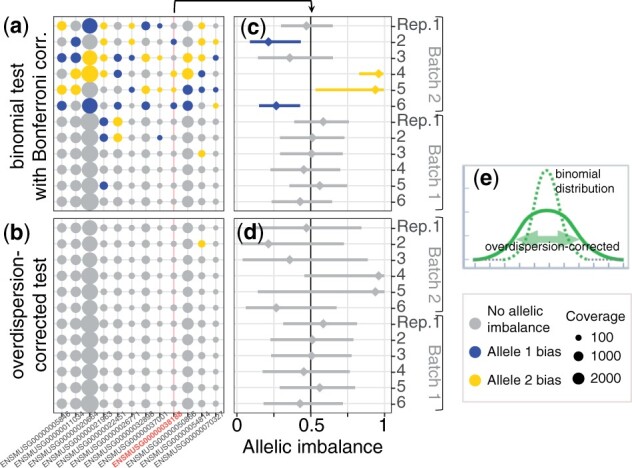
Allele-specific signal from RNA-seq can substantially vary dependent on technical noise. Analysis of replicates can be leveraged to account for this experiment-specific overdispersion. RNA-seq data: 12 technical replicates from the same RNA (129xCastF1 mouse kidney; from Mendelevich et al. (2021)). “Batch 1” and “Batch 2” were denoted Experiment 2 and Experiment 3 in that paper; both used the same library preparation kit (SMART-Seq v4 Ultra Low Input RNA Kit) with amounts of input total RNA bracketing recommended range: 10 ng per library for Batch 1, and 100 pg for Batch 2. (a) Shown are all genes (coverage >10 allelic counts) with conflicting assignment of allelic bias across 12 RNA-seq libraries from the same RNA. Gray—no AI, i.e. null hypothesis of AI = 0.5 cannot be rejected at *P* < 0.5 in the binomial test with Bonferroni correction. If null hypothesis rejected (i.e. gene is called as having AI): blue—significant prevalence of paternal allele; yellow—significant prevalence of maternal allele. Marker sizes reflect coverage (in total allelic counts); Allelic counts and statistical analysis performed using commonly used approach (e.g. GTEx_Consortium 2017); (b) Same data as in (a), with allelic counts table analysed using modified binomial test with overdispersion correction (AI overdispersion discussed in Mendelevich et al. (2021); (c–d) AI for one of the genes (ENSMUSG00000038188, mean coverage of 110 ± 45 allelic counts) denoted in red in (a–b). AI is defined as (maternal counts)/(sum of maternal and paternal counts), so that AI = 0 is maternal expression only, AI = 1 is paternal only, and AI = 0.5 is exactly biallelic. Diamond marker denotes the point estimate for this gene in each replicate library, which is by definition unchanged between (c) and (d). Confidence interval is determined by the statistical test used. Note overdispersion correction (b, d) has much more pronounced effect on confidence intervals in replicates from the more noisy datasets (Batch 2) compared to less noisy datasets (Batch 1); (e) Schematic representation of super-binomial overdispersion (solid line) as compared to binomial (dashed line).

Here, we describe an alternative approach for precise allele-specific analysis of large-scale RNA sequencing experiments involving only a small increase in costs. The experimental component of this approach consists of adding an aliquot of foreign, easily distinguishable RNA to every sample (e.g. RNA from heterozygous mouse to human RNA samples) as a spike-in before starting library construction.

Non-allelic RNA spike-in standards have been previously used to access technical noise in transcription levels measurements in bulk RNA-seq (Jiang et al. 2011; Lovén et al. 2012), and estimate background noise, technical batch effects, and doublets in scRNA-seq experiments (Brennecke et al. 2013; Grün et al. 2014; Kim et al. 2015). However, estimates of non-allelic abundance variation are of limited utility for allele-specific analysis (Mendelevich et al. 2021); thus, we aimed to develop an RNA spike-in approach that captures technical noise in AI measurements.

The analytical part of our approach relies on the uniformity of the spike-in RNA aliquots across all libraries. We extend our previously described idea of processing data from replicates to the spike-in portions of all the libraries in a batch. Crucially, we experimentally show that allele-specific noise properties of the spike-in portion reflect technical noise of the whole sample. Thus, spike-in acts as the standard for estimating technical noise in each library. Adding a fraction of spike-in RNA to the main sample of interest (e.g. mouse RNA to human RNA at 1:10 ratio) removes the need for additional libraries, while only marginally increasing total depth of sequencing, as opposed to doubling or tripling experimental costs.

## 2 Materials and methods

### 2.1 Measuring overdispersion using extended beta-binomial model

In this article, we revised and expanded the procedure described in Mendelevich et al. (2021). We recall that we define technical replicates as a set of separate libraries prepared from the same RNA, and thus capturing technical noise that accumulates starting from library preparation. Having several technical replicates, we can calculate pairwise Quality Correction Coefficients (QCCs), which one may consider as a widening coefficient of the expected binomial quantiles, for the replicates with similar library sizes. We made pairwise comparisons, and assigned an averaged overdispersion value to each replicate, considering QCC results for relevant pairs.

Here we describe the new procedure, which operates with lots of samples at once (Fig. 2a) and assigns individual values of overdispersion measure, individual QCC (iQCC), to each sample in the batch (Fig. 3a). It might be applied in both scenarios: spike-ins use case and technical replication use case (see the respective subsections at the end of this section).

**Figure 2.**
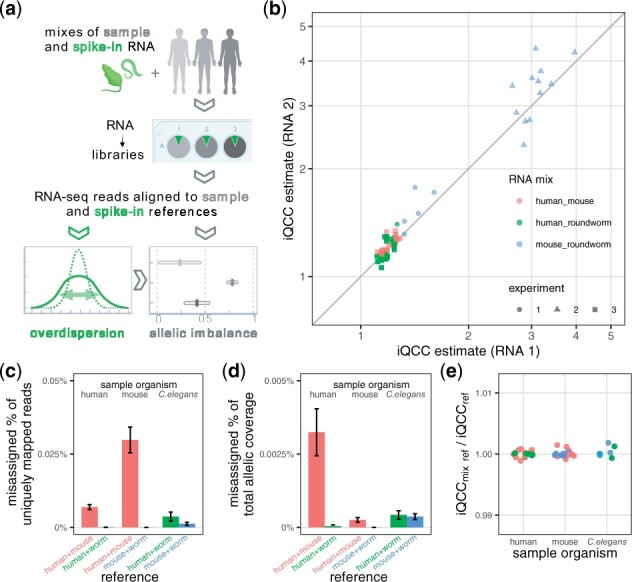
In libraries using mixes of RNA from two distinct organisms, both RNAs show similar allelic overdispersion. (a) Diagram of experimental and computational steps in AI estimation pipeline. Spike-in RNA (green) is added to the main sample (gray) prior to starting preparation of RNA-seq library. (b) Within an RNA-seq library, overdispersion statistic iQCC measured for the two distinct RNAs in a mix is highly similar (Pearson correlation 0.97). For description of libraries in Experiments 1-3, see Table 1. (c–e) Estimation of data loss due to cross-species alignment in data from mixed RNA-seq libraries. Data used: three human and three mouse biological replicates and one roundworm biological replicate (three technical replicates each), from Experiment 1, aligned on the individual or chimeric reference. Color represents reference mixture used in alignment, pair encoding is the same as for RNA mix in (b). (c) Percentage of misaligned reads to the wrong organism among all uniquely aligned reads. (d) Percentage of allelicaly-resolved counts aligned to the wrong reference. (e) Comparison of iQCC values calculated based on alignment to a single or to a mixed (chimeric) reference. (Note also that 0 genes with differential AI were found for each of possible pairs).

**Figure 3.**
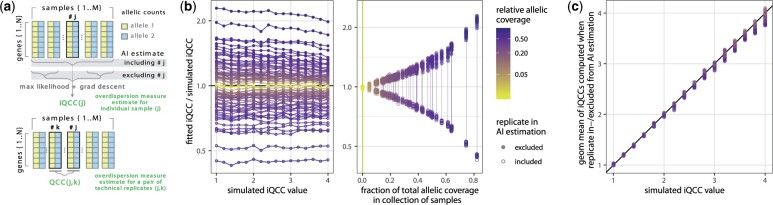
Calculation of iQCC is robust to the number of replicates (spike-ins) and to variation in library sizes within a batch. (a) Scheme of the iQCC calculation (using controlFreq) and previously described QCC calculation (using Qllelic) for a j-th sample in a batch. See Methods for details. (b) exclusion and inclusion of j-th replicate result in, respectively, underestimation and overestimation of iQCC from the total pool of replicates. Left panel—as allelic coverage increases, the upper and lower iQCCs estimates converge to ground truth (gold); right panel—extension of (a) shows symmetry for overestimated and underestimated measures (lines connect same replicate combinations). (c) same data as in (b), geometric means of underestimated and overestimated iQCC values clearly correlate with the generated levels of overdispersion. (b–c) Simulations of replicate data (all generative iQCCs were similar for all replicates, which mimics technical replication, or similar experimental environment) with different total coverage and overdispersion levels. For iQCC values between 1 (no overdispersion) and 4 (high overdispersion), gene allelic counts for 10 replicates (“libraries”) were generated using predetermined “ground truth” AI distribution and coefficients for total allelic coverage; the procedure was repeated thrice for every set of parameters. Upper and lower iQCC estimates were computed for each selected replicate.

#### 2.1.1 Extended beta-binomial distribution

Beta-binomial family of distributions is commonly used to model an “overdispersed” binomial distribution. One way to parameterize this family is using the real parameters α≥0 and β≥0 which stand for the number of different balls in the Pólya urn model. Using this parameterization, the probability mass function of the beta-binomial distribution can be written as follows:

$${\text{pmf}}_{BB}(m|n=m+p,\alpha ,\beta )=\left(\begin{array}{c} n\\ m \end{array}\right)\frac{\prod_{i=0}^{m-1}\left(\alpha +i\right)\cdot \prod_{j=0}^{p-1}\left(\beta +j\right)}{\prod_{k=0}^{n-1}\left(\alpha +\beta +k\right)}.$$

The variance of this distribution is

$$\frac{\alpha +\beta +n}{\alpha +\beta +1}\cdot \frac{n\alpha \beta }{{\left(\alpha +\beta \right)}^{2}}.$$

The second part is the variance of the binomial distribution with $\text{AI}=\frac{\alpha }{\alpha +\beta }$, so we capture the overdispersion $\frac{\alpha +\beta +n}{\alpha +\beta +1}$ in a parameter we denote by *Q*. Given parameters 0≤AI≤1 and 1≤Q≤n, we can reconstruct back *α* and *β* as $\alpha =\text{AI}\frac{n-Q}{Q-1}$ and $\beta =(1-\text{AI})\frac{n-Q}{Q-1}$.

Two edge cases of the possibility range for *Q* are 1 and *n*. When *Q* approaches *n*, *α*, and *β* become close to 0, and the probabilities of all outcomes except for 0 and *n* tend to 0. The limit distribution assigns probability AI to 0, and probability AI to *n*. When *Q* approaches 1, *α* and *β* tend to +∞, and the distribution approaches the binomial distribution with the probability AI.

One drawback of the beta-binomial distribution family is that it does not allow us to model “underdispersed” distributions, in other words, the distributions with *Q* < 1. While most samples give overdispersed distributions, some could be modeled better with underdispersed ones (see Subsection 2.1.4 for more details), and clamping them to one point *Q* = 1 does not make computational sense. Fortunately, we can overcome the problem by extending the probability mass formulas past the edge *Q* = 1, essentially extrapolating the family of beta-binomial distributions into hypergeometric distributions following (Prentice 1986).

Consider the following modified Pólya urn model with the usual parameters *α* and *β* and an additional parameter *d*. Place α≥0 balls of the first type and β≥0 balls of the second type into the urn. Draw *n* balls from the urn as usual. The modification is how we replenish the urn. In the beta-binomial case, after drawing a ball we put two balls of the same type in the urn, making the total number of balls in the urn larger by 1 on each step. In our modified case, we put *d* + 1 balls instead of 2, increasing the total by *d* each time. The probability mass function of this extended beta-binomial distribution is quite similar to the usual one, except that the increment in the multipliers is *d* instead of 1:

$$\begin{array}{c} {\text{pmf}}_{\mathrm{eBB}}(m|n=m+p,\alpha ,\beta ,d)=\\ =\left(\begin{array}{c} n\\ m \end{array}\right)\frac{\prod_{i=0}^{m-1}\left(\alpha +id\right)\cdot \prod_{j=0}^{p-1}\left(\beta +jd\right)}{\prod_{k=0}^{n-1}\left(\alpha +\beta +kd\right)}. \end{array}$$

We can see a few properties of this definition right away.

1. The extended distribution does not depend on the scaling of the parameters, i.e. for any *x* > 0
  $$\begin{array}{c} {\text{pmf}}_{\mathrm{eBB}}(m|n=m+p,\alpha x,\beta x,dx)=\\ ={\text{pmf}}_{\mathrm{eBB}}(m|n=m+p,\alpha ,\beta ,d). \end{array}$$
2. If *d* = 1, the extended distribution coincides with the beta-binomial distribution with the parameters *α* and *β*.
3. If *d* = 0, the extended distribution coincides with the binomial distribution with $\text{AI}=\frac{\alpha }{\alpha +\beta }$.
4. A hypergeometric distribution ${\text{pmf}}_{HG}(m|n=m+p,M,P)$ belongs to this family as
  $${\text{pmf}}_{\mathrm{eBB}}(m|n=m+p,\alpha =M,\beta =N,d=-1).$$

Therefore, this continuous family of distributions contains all beta-binomial, binomial, and hypergeometric distributions. From the property 1 we gather that the family is 2D rather than 3D, and can be described using the parameters 0≤AI≤1 and Q≤n just by analytically continuing the description of the beta-binomial distribution. The reparametrization using *AI* and *Q* can be put in the following neat form:

$$\begin{array}{c} {\text{pmf}}_{\mathrm{eBB}}(m|n=m+p,\text{AI},Q)=\\ ={\text{pmf}}_{\mathrm{eBB}}\left(m|n=m+p,\alpha =\text{AI},\beta =1-\text{AI},d=\frac{Q-1}{n-Q}\right). \end{array}$$

The binomial distribution with *Q* = 1 stops being an edge case, since the range *Q* < 1 becomes treatable, and now we can model underdispersed distributions alongside with the overdispersed ones.

#### 2.1.2 Finding Q which maximizes likelihood

For the purpose of using this distribution efficiently in our models, we implement fast and accurate calculation of the density function ${\text{pmf}}_{\mathrm{eBB}}(m|n,\text{AI},Q)$ as follows.

The defining formula of the density function of the extended beta-binomial distribution is not suitable for the numerical application right away. Both the numerator and the denominator are orders of magnitude larger than the actual value of the expression, so a straightforward implementation would lose precision. To avoid that, we match each multiplier in the numerator with a suitable multiplier in the denominator, calculate their ratio, and only then take the product. Also, since we are usually interested in the log-likelihood function, we employ one more trick to increase the accuracy of the calculations. Instead of calculating the logarithm of each fraction directly, we calculate it using the function log(1+x). In R language, this function is called log1p. Overall, we have

$$\begin{array}{l} \;\text{log}\;{\text{pmf}}_{\mathrm{eBB}}(m|n,\alpha ,\beta ,d)=\\ =-\sum_{i=0}^{m-1}\mathrm{log1p}\left(\frac{\beta }{\alpha +\beta +id}\right)+\\ +\sum_{j=0}^{p-1}\;\mathrm{log1p}\left(\frac{-(j+1)\alpha +m\beta -md}{\left(j+1)(\alpha +\beta +(m+j)d\right)}\right). \end{array}$$

The differential of this expression is straightforward.

These calculations constitute a major building block in the optimization problem which is at the heart of the top-level fitting procedures.

$$\begin{array}{l} \mathrm{Given}\;a\;\text{vector}\;\text{of}\;\text{allele}\;\text{counts}\;m_{l},p_{l},0\leq l\leq g-1,\\ \text{and}\;a\;\text{vector}\;\text{of}\;\text{corresponding}\;\text{AI}\;\text{estimations}\;{\text{AI}}_{l},0\leq l\leq g-1,\\ \mathrm{Find}\;Q\;\text{which}\;\text{maximizes}\;\text{the}\;\text{likelihood}\;\text{function}\\ L(Q)=\prod_{l=0}^{g-1}{\text{pmf}}_{\mathrm{eBB}}(m_{l}|m_{l}+p_{l},{\text{AI}}_{l},Q). \end{array}$$

We tackle the problem using the gradient ascent on the logarithm of the likelihood function. The calculation of $\frac{d\;\text{log}\;L(Q)}{dQ}$ is straightforward and can be easily translated into code. The rest of the implementation comes down to the “flavours” of the gradient ascent.

#### 2.1.3 Computing overdispersion with spike-ins

One of the most important features of the spike-in protocol is a large number of samples involved in overdispersion calculation. This implies that the total allelic counts in spike-in batch are expected to be much higher than in each of the samples. Modeling of the allelic counts in this case is challenging, since in general the sum of two beta-binomial random variables does not need to be beta-binomial. To simplify, we make an assumption that the overdispersion coefficients are approximately the same, in which case the sum will still be beta-binomial, so $m_{1}+m_{2}∼\mathrm{eBB}(n_{1}+n_{2},\text{AI},Q={\text{iQCC}}^{2})$ when $Q_{1}≃Q_{2}$, *m_i_* stand for the maternal counts, and *n_i_* stand for the total counts. Spike-in samples do not meet technical replication criteria, but they share RNA source. Then the best estimate of AI might be computed from the whole spike-in batch: for a selected sample *j* and a set of ground truth $Q_{i\neq j}$ values. This estimate can be considered coming from a beta-binomial distribution with *N* being the total coverage of the other samples. When *N* is of several orders of magnitude larger than *n*, the estimate of ${\text{AI}}_{j}$ does have negligible variance, and the procedure for fitting the best $Q_{j}={\text{iQCC}}_{j}^{2}$ will work well. However, when *n* and *N* are of the same order or *N* is less than *n*, the estimate may deviate from the real ${\text{AI}}_{j}$, and the value of *Q_j_* will inevitably be overestimated. This can be particularly challenging if the amount of samples is low. But usually in the spike-in case we have N≫n. See Fig. 3a, b for how much *Q_j_* will be overestimated depending on the ratio n/(n+N).

(1) $${\text{AI}}_{j}=\frac{\sum_{i\neq j}\frac{m_{i}}{Q_{i}}}{\sum_{i\neq j}\frac{\left(m_{i}+p_{i}\right)}{Q_{i}}}$$

If all of *Q_i_* values in a set of samples or N≫n are of similar order, it should be enough to run the fitting algorithm once. The first run of the algorithm sets all *Q_i_* to the same value (*Q_i_* = 1). Thus Equation (1) simplifies to ${\text{AI}}_{j}=\sum_{i\neq j}m_{i}/\sum_{i\neq j}\left(m_{i}+p_{i}\right)$.

Otherwise, if *Q_i_* estimates from the first run show significant dispersion, the fitting algorithm can be iterated. In the grand scheme, we alternate between fitting *Q*’s, then fitting AI’s, and so on. The AI fitting is run using the formula (1), and the *Q* fitting is run using the gradient ascend algorithm. After each *Q*-fitting step, *Q_i_* values are compared to previous estimates, and iterations are repeated until convergence.

#### 2.1.4 Computing overdispersion in case of technical replication

In case of small number of samples, we need to take care of the overestimation of *Q_j_*. To do that, we counter the previous estimate with a different one. If one includes the sample *j* in the ${\text{AI}}_{j}$ estimation, then the corresponding fitted *Q_j_* will be underestimated. Moreover, on the simulated data we see that the overestimated and underestimated iQCC values deviate from the real value by the same amount in the logarithmic scale, see Fig. 3b. We use this fact in the case of technical replication, where we fit ${\text{iQCC}}_{j}$ to be the geometrical mean of the overestimate and the underestimate to get a more precise statistic (Fig. 3c;Supplementary Fig. S2). Using this more precise fitting, we can safely use the pipeline on a small amounts of samples, given a prior knowledge that the samples have similar overdispersion.

### 2.2 Data

Information on RNA-seq datasets generated for this work, including sources of RNA, library preparation methods, sequencing, and data processing is summarized in Table 1.

**Table 1.** Description of the data used in this work

EXPT #	1			2		3		
GEO SubSeries	GSE228002			GSE228003		GSE228004		
Samples	**18 libraries** with mixes of human (H), mouse (M) and *C. elegans* (W) RNA. H1: M1, H1: W and M1: W (75:25 and 50:50 of total allelic coverage), x3 tech. replicates each. W RNA is a 1:1 mix of N2 and Haw RNA. **21 libraries** with single-species RNA: (H1, H2, H3, M1, M2, M3, W) x 3 technical replicates each. H1-3 and M1-3 are biological replicates (cells from separate wells).			**12 libraries**: mixes of RNA from 3 separate mice with *C. elegans* spike-ins W1, W2 and W3 (N2: Haw RNA mixes of 1:1, 2:1, 1:2, respectively). **Including**: 6 libraries M1 (spleen+W1, spleen+W2, liver 1+W1, liver 1+W2, liver 2+W1, liver 2+W3); 4 libraries M2 (spleen+W1, spleen+W2, liver+W1, liver+W2); 2 libraries M3 (liver+W1, liver+W3).		**32 libraries**: Lymphocyte RNA from 3 donors (H1-H3), with M and W (1:1 N2: Haw) spike-ins. Including: set of (H1a, H1b, H2, H3) x (M RNA 10% of total, M 25%, M 50%)—12 libraries total; (H1a, H1b, H2, H3) x (W 10%, W 25%, W 50%)—12 libraries; (H1a, H1b, H2, H3) x 2 replicates w/out spike-ins—8 libraries. **9 libraries**: ((H4, H5, H6, H7) + M 10%) x 2 biological replicates, H1c + M 10%; **9 libraries—**same with W 10%; **9 libraries** of N2: Haw RNA mixes (1:1, 3:1, 1:3) x3 technical replicates each.		
Data	Illumina 150PE			Illumina 150PE		Illumina 151PE		
Lib prep kit	NEBNext Single Cell/Low Input RNA			NEBNext Single Cell/Low Input RNA		SMART-Seq v4 PLUS		
Organism	Human	Mouse	*C. elegans*	Mouse	*C. elegans*	Human	Mouse	*C. elegans*
RNA prep^a^	Agilent Mini	Agilent Mini	Trizol	Trizol	Trizol	Qiagen Mini	Agilent Mini	Trizol
Genotypes^b^	NA12878	129xCastF1 (Abl.1 clone)	RNA mix (N2 + Hawaii)	129xCastF1 (organs, bio replicates)	RNA mix (N2 + Hawaii)	Donors 1–7^c^	129xCastF1 (Abl.1 clone)	RNA mix (N2 + Hawaii)
References	GRCh38.p13	GRCm38.68	PRJNA13758.WS276	GRCm38.68	PRJNA13758.WS276	GRCh38.p13	GRCm38.68	PRJNA13758.WS276
Variants	Illumina Pt genomes, 2017	Sanger dbSNP142, 2014	CeNDR, soft-filtered, 2020	Sanger dbSNP142, 2014	CeNDR, soft-filtered, 2020	Imputed, this study	Sanger dbSNP142, 2014	CeNDR, soft-filtered, 2020

a RNA prep: Agilent Absolutely RNA miniprep (Agilent Mini), Qiagen RNeasy miniprep (Qiagen Mini).

b Genotypes: 129S1/SvImJ x CAST/EiJ F1 (129XCastF1).

c Of donors: #1 present in 3 bio replicates, #2-5—in 2, #6-7—in 1; M1, M2, and M3 and W1, W2, and W3 notations are different for different experiments, see descriptions.

#### 2.2.1 Biological material

v-Abl pro-B clonal cell lines Abl.1 derived previously from 129S1/SvImJ × Cast/EiJ F1 female mice (Zwemer et al. 2012) and human clonal pro-B cell line GM12878.DF1 (Nag et al. 2013) were cultured in RPMI medium (Gibco), containing 15% FBS (Sigma), 1X L-Glutamine (Gibco), 1X Penicillin/Streptomycin (Gibco) and 0.1% *β*-mercaptoethanol (Sigma). Human peripheral blood monocytes from deidentified donors were appropriately consented for generating genomic sequencing data for unrestricted deposition in public databases. *Caenorhabditis elegans* strains N2 and CB4856 (Hawaiian) were maintained at 20°C on nematode growth medium plates with Escherichia coli OP50 bacteria (Brenner 1974).

#### 2.2.2 RNA preparation

Biological replicates for human and mouse clones (see Table 1) were made by growing cells in separate wells of a 6-well plate at a seeding density of 500 000 per milliliter (1 500 000 total cell per well). RNA isolation and DNase treatment for both clonal cell lines was performed using Absolutely RNA Microprep Kit (Agilent) according to instruction. RNA from *C. elegans* was prepared using Trizol reagent (Invitrogen), with DNase treatment using TURBO DNA-free kit (Ambion). RNA integrity was assessed using Bioanalyzer and was quantified using Qubit RNA HS Assay. DNase-treated RNA from N2 and Hawaiian strains was mixed in proportions described in Table 1. For RNA preparation from mouse tissues, whole tissues were collected from adult 129xCastF1 mice housed at the DFCI mouse facility, with parent animals obtained from the Jackson Laboratories. All animal work was performed under DFCI protocol 09-065, approved by the DFCI Institutional Animal Care and Use Committee. Animals were housed in accordance with Guide for the Care and Use of Laboratory Animals. Collected tissues were crushed using mortar and pestle in liquid nitrogen. This powdered tissue was either taken directly for RNA isolation using Trizol reagent or stored in liquid nitrogen for later use.

#### 2.2.3 Library preparation and sequencing

For experiments 1 and 2 (see Table 1), aliquots of total RNA were used to prepare libraries using NEBNext Single Cell/Low Input RNA Library Prep Kit (NEB). The libraries were sequenced at Novogene on the Illumina NovaSeq platform and 150 bp paired-end reads were generated. For experiment 3 (see Table 1), libraries were prepared using SMART-Seq v4 PLUS kit (Takara), and PE-151 sequencing was performed on Illumina NovaSeq at the High Scale Data Unit at Altius Instutite for Biomedical Sciences.

#### 2.2.4 Variant calling and imputation

Imputation on genotype calls for donor samples in experiment #3 was performed on autosomes only. VCFTools was used to split files per chromosome. Per chromosome genotype files were submitted to the TopMed imputation server (imputation.biodatacatalyst.nhlbi.nih.gov) with the following parameters: imputation = minimac4-1.0.2; phasing = eagle-2.4; panel = TOPMED.vR2; Mode: Quality Control & Imputation. About 131 562 sites were excluded prior to imputation, leaving 572 955 sites for imputation. About 131 452 of the excluded sites were due to monomorphic sites. After imputation, only markers with a R2 value of ˃9 were kept. *De novo* SNPs were annotated with dbSNP v151.

### 2.3 Generation of allelic count tables

#### 2.3.1 Reference preparation

To receive *in silico* chimeric pseudogenome reference files “containing” more than one organism, we first create a set of respective pseudogenome reference files for each of them, namely, pseudo-reference fasta files for both alleles (reference genome with inserted SNPs related to one fixed haplotyped allele), allelic VCF files (SNPs only, and 1st and 2nd alleles playing role of reference and alternative respectively) and reference GTF files. The procedure is described in detail in Mendelevich et al. (2021). Next, we merge them with a consistent renaming of similar chromosome names via appending the distinguishing suffixes (e.g. chromosome 1 may be renamed to “1 m” in mouse and “1 h” in human). These resulting files are used as “reference” files in all the next steps. Finally we index an *in silico* chimeric pseudogenome with STAR, setting sjdbOverhang parameter to the advised data-specific len(read)-1.

#### 2.3.2 Data pre-processing

Note that we have revised recommendations on allelic counts tables creation relative to Qllelic, to minimize effect of noise coming from statistically dependent counts for nearby variants while preprocessing RNA-seq data (see GitHub for details: github.com/gimelbrantlab/controlFreq). The unit of overdispersion analysis is a table with allelic read counts per gene. In order to obtain that kind of tables, we first align the reads to both pseudogenomes with STAR (version 2.7.9a), which supports allele-aware alignment (–outSAMattributes vA vG) when provided prearranged reference fasta and vcf (see section above for details). For further analysis, we select reads aligned at positions that include at least one SNP to determine the allele, and filter out those whose SNP signals or alignment positioning on two haplotypes don’t show consistency. The remaining reads are assigned to one of the alleles, according to SNP calls and alignment quality. Finally, we assign allele-resolved reads to genes and calculate gene counts using featureCount (version 2.0.2) (with parameters –countReadPairs -B -C). Autosomal genes were used for iQCC values calculation.

## 3 Results

### 3.1 Mixes of RNA from highly distinct organisms show similar overdispersion in all components

We showed previously (Mendelevich et al. 2021) that AI overdispersion in poly-A RNA-seq experiments behaves like a consistent multiplicative parameter from binomial expectations, across all genes in a sample. We hypothesized that if we mix RNA from two highly distinct species, the overdispersion will be similar for all components. 

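Experiment 2 tested this with 12 libraries, each prepared from mouse RNA to which C. elegans RNA had been added before library preparation. The mouse RNA came from 6 RNA samples of 3 mice, all F1 hybrids of a laboratory strain and the wild-derived CAST/EiJ strain, and each RNA sample was made into 2 libraries, which are technical replicates for the mouse RNA. Mouse 1 gave spleen RNA and a pair of liver RNA samples (liver 1 and liver 2), mouse 2 gave spleen and liver RNA, and mouse 3 gave liver RNA. The spike-in was a mix of RNA from the N2 and Hawaiian worm strains, called W1 in 6 libraries, W2 in 4 and W3 in 2. Every RNA sample was paired once with W1 and once with W2 or W3. The authors deposited whole-number counts of read pairs per gene and allele, without normalization, for 84247 genes, of which 37315 were mouse and 46932 worm genes. The total per library ranged from 4427637 to 10337934 allelic counts with W1 (median 5083504), from 5343498 to 8298692 with W2 (median 5859589.5), and was 4787736 and 17133231 with W3. Of these, the mouse RNA received between 80277 and 16498748 counts per library and the worm RNA between 634483 and 5498537. AI was taken as the count of the reference allele divided by the counts of both alleles. The iQCC of each library was fitted separately for mouse and worm by maximum likelihood with the extended beta-binomial distribution of the paper, on autosomal genes with at least 30 allelic counts. This left between 365 and 9529 mouse genes and between 2604 and 5052 worm genes per library. For mouse the batch was the pair of libraries of one RNA sample, and for worm it was the set of libraries with one mix. Because these batches are small, the geometric mean of the estimates with the library excluded from and included in the AI estimate was used throughout. Errors of single iQCC values are standard errors from 100 bootstrap draws of genes.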

We developed the experimental and computational protocol (operating with evolved overdispersion measure iQCC, individual QCC, see Fig. 2a), and have shown the proximity of overdispersion measured across different regions of the genome, including chromosomes of different species origins in our *in-silico* chimeras (see Figs 2b and 4; Supplementary Fig. S2).

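In Experiment 2, the mean iQCC was 3.10 ± 0.337 (SD, n = 6 RNA samples) for the mouse RNA and 3.41 ± 0.244 (SD, n = 6) for the worm RNA, each RNA sample being the mean of its technical replicates. The standard error of a single library was between 0.0187 and 0.0933 for mouse and between 0.0258 and 0.0511 for worm, smaller than the spread between RNA samples. These errors leave out the error shared by the libraries of a batch, so they understate the uncertainty of a single value. The included and excluded estimates lay farther apart, with means of 2.34 and 4.13 for mouse and of 2.96 and 4.11 for worm. The mouse iQCC was lower than the worm iQCC in 6 of 6 RNA samples, with a geometric mean ratio of 0.917 (log2 -0.12, two-sided exact sign-flip permutation test over 64 arrangements, p = 0.03125, the smallest that 6 RNA samples allow). Mouse and worm counts simulated with one and the same overdispersion in each library gave a ratio of 0.954 ± 0.00505 (SD over 20 simulations) with this fit. The alternative that moved the ratio most was to treat the worm RNA of all 12 libraries as one batch in spite of the different mixes, which gave 0.529. With the excluded estimate alone the direction changed, to a ratio of 1.04 (two-sided exact permutation p = 0.594). That estimate is raised more in small batches, and every mouse batch held 2 libraries, so batch size enters this change. With liver 2 of mouse 1 left out, W3 has a single library and could not be fitted, so that the liver of mouse 3 enters with its W1 library alone, and the ratio was 0.974 (two-sided exact permutation p = 0.688, n = 5). With the worm fits of all libraries kept, a choice made after the data were seen, it was 0.924 without liver 2 (exact permutation p = 0.0625, n = 5, the smallest possible). Across the 6 RNA samples, the Pearson correlation of log2 iQCC between the organisms was 0.928 (two-sided exact permutation p = 0.00417) and the Spearman correlation 0.943 (p = 0.0167 from the same exact test). With 4 relations computed in this family, the Benjamini-Hochberg adjusted exact p-values were 0.0167 and 0.0333. The Pearson correlation depended on the estimate and the batch, and was 0.273 with the excluded estimate alone (exact permutation p = 0.532, n = 6, Spearman -0.0857), 0.437 with the included estimate alone (exact permutation p = 0.321, n = 6, Spearman 0.600) and 0.157 with a single worm batch (exact permutation p = 0.714, n = 6, Spearman 0.143). Without the 2 RNA samples farthest from the median mouse iQCC, the spleen and liver 1 of mouse 1, the Pearson correlation was 0.797 (n = 4). Over the 12 single libraries, which are not independent, it was 0.615 on the linear scale. The RNA samples of one mouse are not independent animals, and no sequencing batch is named in the labels, so no value within batches could be given. The iQCC was also fitted on each autosome with at least 100 genes past the coverage threshold. Its coefficient of variation over the chromosomes of a library was on average 4.57% ± 1.52 (SD, n = 10 libraries) for mouse and 2.32% ± 0.973 (SD, n = 12 libraries) for worm. After shuffling the genes between chromosomes 100 times, it was on average 4.48% for mouse and 2.30% for worm, and 0 libraries lay beyond their shuffles. Both liver 1 libraries of mouse 1 had too few mouse genes for this fit. From the closeness of the iQCC values measured on both RNAs and on different chromosomes (Figs 2b and 4), the paper concludes that overdispersion is close in all components of a library.

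**Figure D1:**
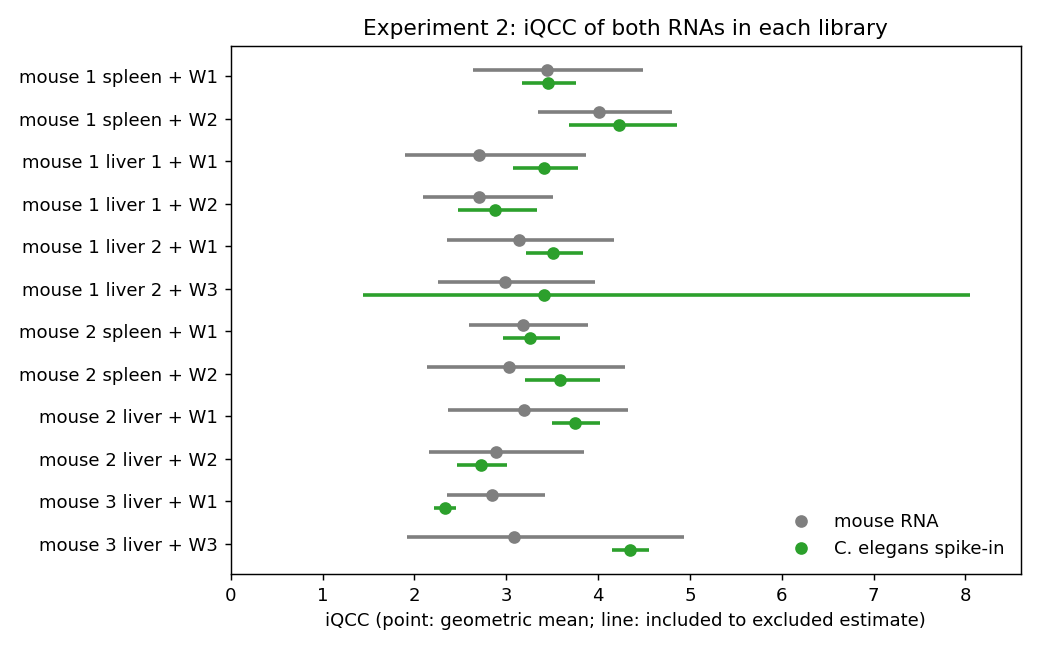
iQCC of the mouse RNA (gray) and of the C. elegans spike-in (green) in each of the 12 libraries. Points are geometric means and lines run from the included to the excluded estimate. The widest line is that of the worm RNA in liver 2 of mouse 1 with W3, from 1.44 to 8.05.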

**Figure 4.**
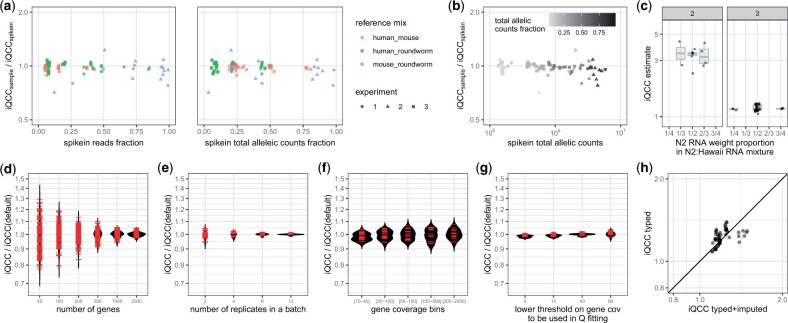
Overdispersion estimate is robust to wide range of variation in the spike-in quantity and composition. (a) Ratio of iQCC values for sub-library from organism 1 and from organism 2 (assigned as “main sample” and spike-in) remains close to 1 with diminishing fraction of spike-in RNA in the initial mix (see Table 1 for details); (b) Ratio of iQCC values for organism 1 and organism 2 for different total allelic counts (reflecting library size) and the spike-in fraction. Note decreased fidelity for extremely low spike-in counts (tens of thousands allelic reads). Note: in the case of equal mix compounds organism 2 is assigned to “spike-in sample”; (c) Polymorphism in the spike-in RNA can be mimicked by a mix of RNA from two distinct strains, with no strict requirement that mix is exactly 1:1. iQCC values are robust across mixes of RNA from N2 and Haw strains of *C. elegans* with different allelic ratios; (d) iQCC computed on randomly sampled N genes for 13 replicates (10% spike-in samples), shown for each replicate separately. Each gene sampling was performed 10×; (e) iQCC computed on different collections of samples: 11 pairs, 3 quadruples, 3 eights and 2 batches of 13 replicates; (f) iQCC computed in different allelic coverage bins, on 13 replicates (10% spike-in samples), only genes whose coverage belong to the interval in all 13 replicates were considered (number of genes per bins: 611, 610, 399, 496, and 232); (g) iQCC computed with different coverage threshold for fitting, using whole data, on 13 replicates (10% spike-in samples); (d–g) Data: experiment 3, mouse spike-ins. Default iQCC values are computed with fitting threshold on coverage = 30 and in a batch of all 21 spike-in samples, without any other restrictions; (h) iQCC computed on experiment #3 samples containing human RNA, when only typed or typed and imputed variants are considered.

Notably, human, mouse and roundworm data can be mapped simultaneously without too much interference. The number of uniquely mapped reads changed by hundredths of a percent (Supplementary Fig. S3) for mapping human samples to the mouse-human reference, while ˂0.03% of uniquely mapped reads are crossed-mapped (see Fig. 2c–e). There were no genes showing differential allelic imbalance (AI) when comparing mapping to combined reference and mapping to single-species reference.

### 3.2 Use of one RNA across many samples can serve as a “stand-in” for tech replicates

Overdispersion measurement analysis on spike-in components differs from analysis of technical replicates, since here we should not be bound by the strict assumption of shared overdispersion between all samples present in a batch. Aiming to meet the changed criteria we had to modify and improve our previous overdispersion calculation pipeline, which currently takes advantage either from same overdispersion (technical replicates case) or from replicates quantity (spike-in case), and utilizes the assumption of shared initial state of allelic proportions in RNA prep in both scenarios (see Fig. 3a, and Methods). Finally, overdispersion estimates (iQCC) obtained with the current procedure are highly correlated with Qllelic results (see Supplementary Fig. S1).

### 3.3 Spike-in protocol is flexible and allows variation of parameters

Aiming to determine the limitations of spike-in methodology, we varied and tested different conditions. Combinations of different organisms pairs, mixed in different proportions, resulted in comparable overdispersion measurements on both components (see Fig. 4a). 

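In Experiment 2, the worm RNA made up between 3.70% and 98.5% of the allelic counts of a library, with a median of 85.5%. The ratio of mouse to worm iQCC in single libraries ranged from 0.708 to 1.22, with a mean of 0.926 ± 0.132 (SD, n = 12 libraries). Both extremes came from the liver of mouse 3, whose libraries had the smallest worm shares. With W1, where 22.01% of the counts were from worm, the iQCC was 2.84 (standard error 0.0187) for mouse and 2.33 (standard error 0.0258) for worm. With W3, at the lowest worm share, the iQCC was 3.08 (standard error 0.0204) for mouse and 4.35 (standard error 0.0492) for worm. The worm values of this RNA sample thus differed 1.86-fold between its libraries, while the mouse values differed 1.08-fold. Mouse counts simulated with the worm overdispersion of these libraries gave fitted mouse values that differed 1.06-fold. At the other end of the range, liver 1 of mouse 1 had ratios of 0.794 and 0.941 at worm shares of 97.9% and 98.5%, with the fewest mouse genes fitted (447 and 365). In the spleens the ratio was 0.996 and 0.946 for mouse 1 and 0.974 and 0.844 for mouse 2. In the liver of mouse 2, with 41.3% and 43.5% of the counts from worm, it was 0.853 and 1.06.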

More specific, the only limitation is total allelic coverage (see Fig. 4b, f), which clearly depends on the spike-in proportion, total number of sequenced reads and SNP density in an organism (for human it is on the order of 1/1000, for mice and roundworm samples we used it is 1/100 and 1/500, respectively). Moreover, mixes of RNA prepared from individual parental strains of *C. elegans* (N2 and Hawaiian (CB4856)) performed as a spike-in just as well as N2xHawaiian F1 heterozygous cross (see Figs 2b and 4a). 

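Between the RNA samples of Experiment 2, the mean distance of the iQCC ratio from 1, on the log2 scale and regardless of sign, ranged from 0.04 in the spleen of mouse 1 to 0.39 in the liver of mouse 3. Its Spearman correlation with the log10 worm allelic counts was -0.314 (n = 6 RNA samples, two-sided exact permutation p = 0.564) and its Pearson correlation -0.844 (exact permutation p = 0.104). In the family of 4 relations, the Benjamini-Hochberg adjusted exact p-values were 0.564 and 0.139. Without the 2 RNA samples farthest from the median worm counts the Pearson correlation was 0.336 (n = 4), so that the negative relation rested on those samples. The direction of the Spearman correlation changed to 0.657 (exact permutation p = 0.175, n = 6) with iterated weights and to 0.543 (exact permutation p = 0.297, n = 6) with all libraries as one worm batch. On genes with at least 100 counts the relation was stronger by both coefficients, with a Pearson correlation of -0.939 (unadjusted exact permutation p = 0.0444, n = 6) and a Spearman correlation of -0.600 (exact permutation p = 0.242). With the excluded estimate alone it was stronger by the Spearman correlation, -0.829 (exact permutation p = 0.0583, n = 6), and weaker by the Pearson correlation, -0.263 (exact permutation p = 0.565). No library had as few worm counts as those for which Fig. 4b shows a lower fidelity, so that range was not tested for the spike-in. The mouse RNA of liver 1 of mouse 1 came near it, with 105947 counts with W1 (ratio 0.794) and 80277 with W2 (ratio 0.941). When the fit was restricted to genes by their mean coverage, the mouse iQCC relative to that of all genes was 0.999 ± 0.0458 (SD, n = 12 libraries) from 30 to 100 counts, 1.01 ± 0.0325 (SD, n = 12) from 100 to 500 counts and 1.08 ± 0.101 (SD, n = 10) from 500 counts on. The same values for worm were 0.981 ± 0.0719, 0.985 ± 0.0119 and 1.03 ± 0.0571 (SD, n = 12 libraries each). In both organisms these departures from 1 were smaller than the spread between libraries in the lowest and in the highest bin. In the middle bin for worm the departure exceeded it. In the highest bin, however, the mouse value of every library fitted was above 1, except the liver of mouse 3 with W3, at 0.964.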

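The composition of the 3 mixes of Experiment 2 was read from the counts on autosomal worm genes, in which the N2 allele is the reference allele. By the RNA proportions of Table 1, the N2 share would be 50% in W1, 66.7% in W2 and 33.3% in W3. The measured share of N2 counts was 57.5% ± 0.406 (SD, n = 6 libraries) in W1, with a range from 57.1% to 58.2%, and 80.2% ± 1.15 (SD, n = 4) in W2, with a range from 78.6% to 81.2%. In the single W3 libraries it was 33.5% (95% Wilson interval 33.4% to 33.5%) for liver 2 of mouse 1 and 32.3% (32.2% to 32.4%) for the liver of mouse 3. These intervals cover counting error only, since reads of an amplified library are not independent molecules. The share in W2 was 22.7 percentage points above that in W1 (two-sided exact permutation test over 210 arrangements, p = 0.00476, the smallest possible), more than the spread between libraries. Paired within the RNA samples that received both mixes, the difference was 22.8 percentage points in the same direction in 4 of 4 (exact sign-flip permutation p = 0.125, the smallest that 4 pairs allow). Expressed as a ratio, N2 to Hawaiian counts were 1.36 ± 0.0226 (SD, n = 6) in W1, 4.07 ± 0.282 (SD, n = 4) in W2 and 0.490 ± 0.0189 (SD, n = 2) in W3. Relative to the W1 library of the same RNA sample, the ratio was 3.01-fold ± 0.173 (SD, n = 4) higher in W2, with 2.75-fold in the spleen of mouse 1 and up to 3.10-fold in the others. In W3 it was 2.79-fold ± 0.0938 (SD, n = 2) lower.

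**Figure D2:**
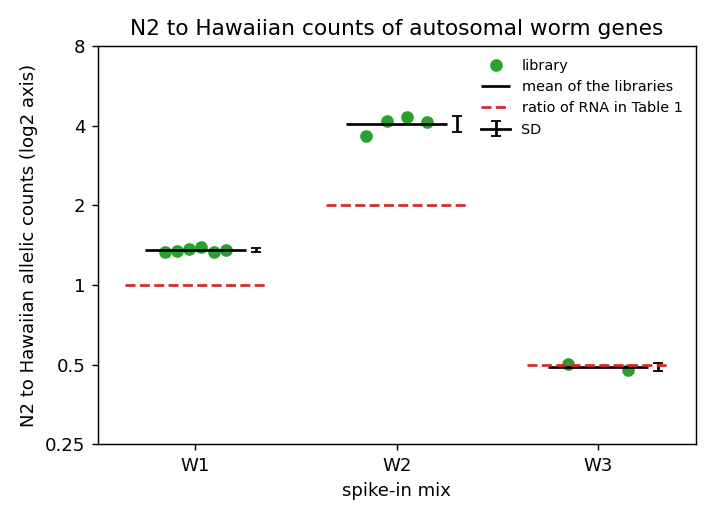
Ratio of N2 to Hawaiian allelic counts on autosomal worm genes in the libraries of each mix, on a log2 axis. Black lines are means with SD and dashed red lines the RNA ratios of Table 1. The W2 libraries lie from 3.66 to 4.31.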

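The worm iQCC was 3.29 ± 0.4935 (SD, n = 6 libraries) with W1 and 3.36 ± 0.696 (SD, n = 4) with W2. In the pair of W3 libraries it was 3.88 ± 0.664 (SD, n = 2). The differences between mixes were not beyond what regrouping the libraries gives (F = 0.678, exact permutation test over 13860 arrangements, p = 0.548), although the mean with W3, from a pair of libraries, exceeded that with W1 by more than the SD of the W1 libraries. On the log2 scale W2 exceeded W1 by 0.02 (two-sided exact permutation p = 0.886, n = 6 and 4). Within the 4 RNA samples that received both, W2 differed from W1 by -0.07 (two-sided exact sign-flip permutation p = 0.75, where 0.125 is the smallest possible), with an increase in both spleens and a decrease in both livers. W3 differed from W1 by 0.43 on average within its pair of RNA samples, which went opposite ways with the geometric mean of the estimates. The increase came from the liver of mouse 3 alone, while liver 2 of mouse 1 fell from 3.51 to 3.41. With the excluded estimate alone both rose, liver 2 from 3.84 to 8.05 and the liver of mouse 3 from 2.45 to 4.56. With the included estimate alone liver 2 fell from 3.22 to 1.44, and the liver of mouse 3 rose from 2.22 to 4.15. An exact sign-flip permutation test of 2 RNA samples allows no p-value below 0.5, so it cannot decide on W3. The alternative that moved the comparison of mixes most was again the single worm batch, which raised F to 15.0 (exact permutation p = 0.00195, n = 12). It mixes different worm RNA by construction. The excluded estimate alone gave F = 4.42 (exact permutation p = 0.0339, n = 12). Its mean was 6.30 in W3, the smallest batch, against 3.57 in W1 and 3.81 in W2, so mix and batch size cannot be told apart there. With batches of 2 libraries in every mix, F was 2.47 (exact permutation p = 0.144, n = 12).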

We also showed that N2 and Hawaiian RNA could be mixed in a range of proportions with similar overdispersion estimates (see Fig. 4c and Discussion). This makes experimental preparation of spike-ins much easier than worm or mouse husbandry.

## 4 Discussion

The spike-in approach we describe here, including the data-processing pipeline, is much more accurate and precise in estimating allele-specific expression than the common single-replicate design (Fig. 1). In fact, it is at least as accurate as Qllelic, the approach with technical replicates for each sample we described previously, but rather than costing several-fold higher, the cost increases only by ∼5–10%.

As previously discussed (Mendelevich et al. 2021), allele-specific analysis of an RNA-seq experiment without technical replicates is subject to a fundamental uncertainty regarding the contribution of technical noise to false positive rate. This risk is emphasized by the magnitude of technical noise that can be encountered. For example, iQCC > 4 observed in Fig.  2b is equivalent to overestimating allelic coverage over 16-fold by the binomial test. Thus, common thresholding techniques (such as “at least 10 reads”) can be dangerously misleading.

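In Experiment 2, 1 library reached such a value in the mouse RNA with the geometric mean of the estimates, the spleen of mouse 1 with W2, at an iQCC of 4.01 (standard error 0.0449), above 4 by less than its standard error. Its worm iQCC was 4.23 (standard error 0.0386). The other library with a worm iQCC this high was the liver of mouse 3 with W3. The square of the iQCC, by which the binomial variance is multiplied, was 17.9 and 18.9 for the worm RNA of these libraries. Over all 12 libraries the square of the worm iQCC ranged from 5.44 to 18.9, and that of the mouse iQCC from 7.33 to 16.0. The mouse value of the spleen library lay between 3.34 with the included estimate and 4.80 with the excluded one. The number of libraries above 4 depends on this choice, being 6 of 12 for mouse and 5 of 12 for worm with the excluded estimate, and 0 and 1 with the included one.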

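The effect of such thresholds on calls was measured in Experiment 2 on the 6 pairs of technical replicates, with mouse autosomal genes covered by at least 30 allelic counts in both libraries of a pair, 23090 gene tests in all. These tests compare the libraries of a pair, which hold the same RNA. With the binomial test of AI = 0.5 and Bonferroni adjustment, 8093 genes (35.05%) had conflicting calls, being called in one library and not in the other or called in opposite directions. The share was between 32.0% and 45.6% in single pairs, and 288 genes were called in opposite directions. With the beta-binomial test, in which the overdispersion of each library was set to its squared worm iQCC, 394 genes (1.71%) had conflicting calls, between 0.668% and 2.23% in single pairs, and 0 in opposite directions. The number of genes called in both libraries and in the same direction was 2858 with the binomial test and 524 with the correction. Conflicts thus made up 73.9% of the genes called in at least one library before the correction and 42.9% after it. A direct test of the AI difference between the libraries of a pair called 4144 genes with binomial variance and 2 with the variance multiplied by the squared worm iQCC (z test, Bonferroni adjustment). The unadjusted p-value was under 0.05 for 51.7% to 65.2% of genes before the correction and for 2.76% to 5.60% after it. The mean squared z, which is 1 when the variance is right, was 10.9 ± 2.80 (SD, n = 6 pairs) before and 0.936 ± 0.0856 (SD, n = 6) after the correction. Both genes called after the correction were singled out after their values were seen. ENSMUSG00000050440, on chromosome 7 of GRCm38 from 30942371 to 30944017, had a reference share of 20.5% (95% Wilson interval 19.7% to 21.3%) and 30.4% (29.4% to 31.5%) in the libraries of the liver of mouse 2. ENSMUSG00000028756, on chromosome 4 from 138313409 to 138326307, had 56.6% (52.9% to 60.2%) and 23.9% (21.7% to 26.3%) in those of the liver of mouse 3. The deposited table does not pair these identifiers with gene names. In counts simulated with a known overdispersion, 200 of 8599 genes were changed, all of them well covered. Binomial variance gave 1129 false calls and the correction 0, and the correction recovered 90 of the changed genes against 189. The corrected test was given the true overdispersion, so these values do not test an estimate from a spike-in. The number of genes with at least 10 allelic counts was between 1187 and 11474 per library. By the guide of the paper, roughly 50 times the squared iQCC is enough coverage for an 80:20 imbalance. With the worm iQCC this came to between 272 and 945 counts in these libraries, and between 23 and 3248 genes per library had that many.

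**Figure D3:**
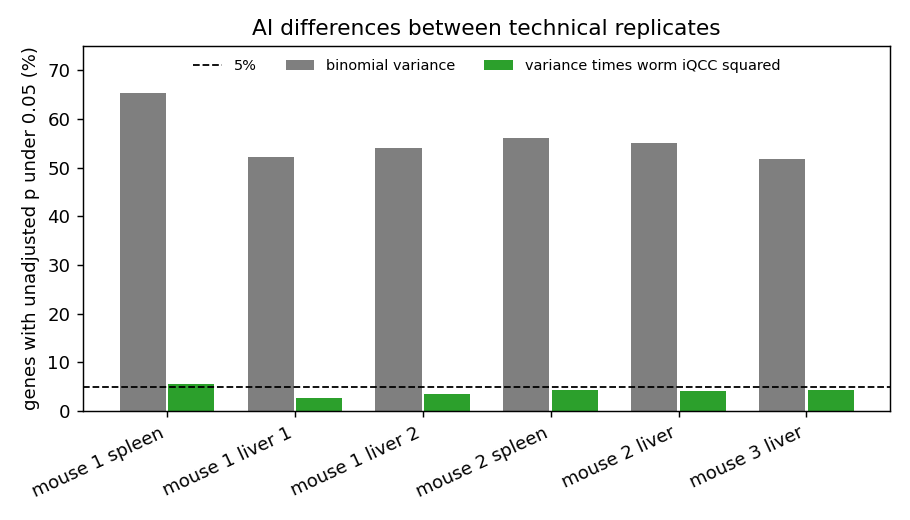
Percentage of mouse genes with an unadjusted p-value under 0.05 for a difference in AI between technical replicates, in each of the 6 RNA samples. Gray bars use binomial variance and green bars the variance multiplied by the squared worm iQCC. The dashed line is 5%, and the green bars reach at most 5.60%.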

The new approach, controlFreq, supersedes our previous one, Qllelic, and incorporates its functionality.

The improvements of computation protocol include moving from pairwise overdispersion measure QCC, computed by Qllelic on pairs of technical replicates, to batch-wide calculation of iQCC for each sample.

When controlFreq is used to analyse experiments with a small number of replicates (e.g. 2 or 3), it has the same limitation as Qllelic, namely, the assumption of overdispersion similarity between replicates, even as it no longer requires similarity in library sizes. However, when multiple replicates are available (as spike-ins), the new approach enables confident detection of outliers, allows us to remove the assumption of similarity of overdispersion in all samples, and eliminates expectations of library size similarity. Overall, the analysis is highly robust to fluctuations.

An important practical feature of the spike-in approach is that the spike-in RNA must be identical only within the batch of samples being analysed. Once the overdispersion corrections are calculated for the batch of samples, they can be correctly compared to samples from any other batch, including those using entirely different spike-ins (or, indeed, any sample with properly estimated AI overdispersion). This means that spike-in RNA can be prepared as needed, and does not have to come from a single source. It should be possible to use other spike-ins in parallel. For example, existing designs using sequins (Hardwick et al. 2016) or ERCC for cell number control (Munro et al. 2014), could be used if desired, without interference with the AI spike-ins described here.

As far as we can establish, the only requirements of the spike-in material are (i) that it has significant density of polymorphisms (the higher the better) and (ii) its nature enables it to undergo the same library preparation process as the main sample. So, e.g. bacterial RNA should not be used for poly-A-based libraries, or *C. elegans* RNA as a spike-in standard for mammal samples when using library protocol with ribo-depletion. Otherwise, spike-in material can be produced in any convenient way; we posit that once the “snapshot” of allelic proportions is captured for the whole library, the origin of library components does not matter. For example, we used “synthetic F1s”—mixes of RNA from homozygous *C. elegans* strains (see Fig. 4c) as a spike-in, which is easier than breeding F1 crosses. It might be possible to use yeast RNA as a spike-in, or develop a set of synthetic molecules for allele-resolved RNA-seq analysis, analogous to ERCC controls (Jiang et al. 2011). 

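No library of Experiment 2 had so few worm counts, the lowest being the liver of mouse 3 with W3. Small spike-ins were therefore imitated by drawing random sets of worm genes whose counts in a library summed to 125 000, with 20 draws per library. Such a set held between 79.5 and 616.5 genes (medians of the 12 libraries). The iQCC fitted on it was on average between 0.978 and 1.02 times that of all worm genes of the library. The SD over draws was between 1.75% and 8.88%, with a median of 6.01%, and single draws lay between 0.740 and 1.22 times the value of all genes. The lowest SD belonged to the library with the fewest worm counts, where a set held the most genes. Drawing genes keeps the coverage of each gene as it was, so these values do not describe a library sequenced with fewer reads.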

Notably, only a very modest coverage is needed for the spike-in: as few as 125 000 allelic counts were sufficient for effective use of spike-ins (see Fig. 4a, b). One consequence is that a spike-in with high SNP density requires few total reads. As we discussed previously (Mendelevich et al. 2021), the overdispersion correction appears equally applicable across the genome.

The allelic counts depend on read length, both in terms of total sequence data and unique alignment rate: e.g. with 50PE reads, total allelic counts are about 1/4 of the counts with 150PE reads (Supplementary Fig. S3). The desired coverage of the main sample depends on the study aims. A useful guide is that to reliably detect 80:20 imbalance in a gene (accounting for Bonferroni correction for analysis with 1000 genes), the sufficient allelic count coverage is roughly $50\times ({\text{iQCC}}^{2})$; $110\times ({\text{iQCC}}^{2})$ for 70:30 imbalance, and $420\times ({\text{iQCC}}^{2})$ for 60:40 imbalance.

We note that the experiments we described are focused on poly-A-enriched bulk RNA sequencing. While we expect that application of this approach can be extended into a variety of other experimental settings where accurate measurement of allelic signal is desirable, a pilot study should be performed in each particular case to test the applicability of spike-in methodology and tune it accordingly. A clear example of an application is capturing technical noise in single-cell RNA-seq; this is a question of great importance since otherwise (Kim et al. 2015), no technical replication is readily available at the single-cell level (attempts to split single-cell RNA into two replicates are extremely technically challenging (Deng et al. 2014)). It is known that the rate of overdispersion in single-cell analysis is high, underscoring the need for reliable methods for distinguishing technical noise from meaningful biological variation. Finally, a similar approach might be applicable to other types of libraries besides RNA, such as ChIP-seq, ATAC-seq, and analysis of DNA methylation.

## Supplementary Material

btad254_Supplementary_Data Click here for additional data file.

## Data Availability

Sequencing data is deposited in GEO as record GSE228009 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228009). The subseries GSE228002, GSE228003 and GSE228004 correspond to experments 1, 2, and 3.

How the deposited data were processed for this re-analysis (not part of the article)

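The deposited data analysed here are those of Experiment 2, 12 RNA-seq libraries that each hold RNA of a mouse organ and a C. elegans spike-in. The libraries came from 6 RNA samples of 3 mice (3 RNA samples of mouse 1, 2 of mouse 2 and 1 of mouse 3, 4 from liver and 2 from spleen), with 2 libraries per RNA sample. Both libraries of an RNA sample hold the same mouse RNA, as Table 1 and the sample labels state, so they pair by construction. The data of Experiments 1 and 3 and of Fig. 1 were not analysed here.

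The authors deposited raw counts of allele-resolved read pairs per gene, with a column for each allele of each library. According to the methods of the paper, reads were aligned with STAR to the pseudogenomes of both alleles of a chimeric mouse (GRCm38.68) and worm (WS276) reference, reads over at least 1 SNP with a coherent signal were kept and assigned to an allele, and genes were counted with featureCounts. The header of the deposited table gives featureCounts version 2.0.2. The values were whole numbers and were not normalized, and library totals differed. Removal of duplicate reads is not described in the text of the paper. The table lists 84247 genes with 0 repeated identifiers: 37315 mouse genes (34189 autosomal, 16664 with any count, 10989 autosomal genes with at least 30 counts in a library) and 46932 worm genes (40875, 10325 and 6329). All libraries had 0 mitochondrial counts. Library totals lay between 4427637 and 17133231 allelic counts.

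For each library and organism, AI of a gene was the share of reference-allele counts, the reference allele being N2 for worm. The paper does not say which mouse strain is the reference allele in the table, so mouse shares are given by allele and not by strain. The iQCC was the square root of Q of the extended beta-binomial distribution of the paper, fitted by maximum likelihood with the AI of each gene taken from the summed counts of the batch. An estimate that excludes the fitted library from the AI is too high and one that includes it is too low, and their geometric mean was used, as the paper does for technical replicates. The paper uses the excluded estimate for large batches of spike-ins. It was an alternative here because the worm batches hold 6, 4 and 2 libraries. Genes entered with at least 30 allelic counts in the library fitted, the default of the paper. The intraclass correlation of a gene was limited to 0.99, so that genes with counts near Q could be used. Standard errors are from 100 bootstrap draws of genes and do not include the error shared by the libraries of a batch.

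The fit was tested on simulated data drawn with the coverage and AI of the real genes. With equal overdispersion within a batch, the fitted iQCC was 0.983 times the true one in the median of 72 fits, between 0.896 and 1.11 times. With overdispersion that differed within a batch (true iQCC of 2.3 in one library and 4.3 in the others), the fit of a mouse pair gave 1.34 times the true value in the median for the lower library and 0.842 times for the higher. In worm batches these medians were 1.26 (1.17 to 1.58 in 3 fits) and 0.979. The 1.58 came from the batch of 2 libraries, the size of the W3 batch. The calls were tested on simulated counts of 8599 genes with an iQCC known in advance. Under the null hypothesis, a binomial test gave an unadjusted p-value under 0.05 for 51.5% of 3000 simulated genes and the beta-binomial test for 4.5%.

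Mouse and worm iQCC were compared with a two-sided exact sign-flip permutation test of the log2 ratio over the 6 RNA samples, since the libraries of an RNA sample share the mouse AI. Correlations over RNA samples were tested with exact permutation of all 720 pairings. Mixes were compared with exact permutation tests of the F statistic and of the difference of means, and W2 with W1 also within RNA samples. Chromosomes were fitted separately where at least 100 genes passed the threshold, and compared with 100 shuffles of the genes. Calls of AI used a binomial test or a beta-binomial test with Q equal to the squared worm iQCC of the library. For counts above 2000 the beta distribution replaced the beta-binomial. Differences of AI used a z test for a pair of proportions, with the binomial variance multiplied by Q in the corrected test. P-values were adjusted by Bonferroni over the genes tested, with a threshold of 0.05. For contrasts between RNA samples the counts of both libraries were summed and Q was averaged with the counts as weights. These contrasts compare RNA samples of 1 mouse or of a pair of mice, so they do not speak of tissues or mice in general. Intervals of shares are 95% Wilson intervals and cover counting error only.

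The alternatives were a minimum of 50 or 100 counts, the minimum in every library of the batch, the excluded or the included estimate alone, iterated weights, genes with a batch AI from 0.1 to 0.9, all nuclear chromosomes, the worm RNA of all libraries as one batch, worm batches of 2 libraries, pairing by RNA sample (replicate block), leaving out each RNA sample in turn, and for calls also a minimum of 10 counts, Benjamini-Hochberg adjustment and other sources of Q. They were chosen before the data were examined, except genes with 100 to 500 counts, the ratio with the worm fits of all libraries kept when liver 2 of mouse 1 or the liver of mouse 3 was left out, and all alternatives of the contrast between the livers of mouse 2 and mouse 3, which were added after the data were seen. The genes to be named were the gene of Fig. 1, the members of a list of imprinted genes and Xist, and the 3 genes with the largest AI difference between liver and spleen called in both mice in the same direction. The reference at hand pairs no mouse or worm identifier of the table with a name, so 0 members of the list and not Xist could be matched and the rule gave only the gene of Fig. 1. Other genes are named where few were called, and were chosen after their values were seen.

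Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9, with fixed random seeds. The controlFreq package of the authors was not used here.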

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

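The tests of the X chromosome, of the N2 to Hawaiian ratio in the spleen of mouse 1 and of its conflicting calls were chosen only after the result was seen. Distances of single samples were compared with Dixon's critical value in 21 groups, of which 3 were above it, where chance gives about 1.05. These groups share libraries and are not independent, so some of the 3 may be due to chance, including the low worm iQCC described next, whose gap fell to 0.217 of the range in the test of depth.

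The worm iQCC of the liver of mouse 3 with W1, 2.33, lay far below that of the other 5 W1 libraries, which ranged from 3.26 to 3.75. This library also had the fewest worm counts of the 6. When the 100 worm genes with the most counts were left out, the gap was 0.649 of the range, still above the critical value, which argues against a few genes taking most of the counts. When all W1 libraries were thinned to its worm counts, its gap to the next library fell to 0.217 of the range, with this library still the lowest (2.26 against 2.41 to 2.95), so fewer worm counts remain a candidate explanation. Thinning lowers the fitted overdispersion of every deeper library by construction, and the W3 library of the same RNA, with the fewest worm counts of all 12, had the highest worm iQCC. Depth alone therefore does not order the libraries. The spike-in is the same RNA in all W1 libraries, and no biological explanation was tested.

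Conflicting binomial calls were most frequent in the spleen of mouse 1, at 45.6% of genes against 32.0% to 36.7% in the other 5 pairs. With the spike-in correction, in which this pair has a high iQCC, its share of all genes was 0.790%, within the range of the other pairs. Of the 42 genes then called in at least one library, however, 54.8% conflicted, against 33.3% to 46.9% in the other pairs, and its mean squared z was 1.08, against 0.833 to 0.974. With so few genes called after the correction, the share of all genes is low whatever the cause, so higher overdispersion of the pair and other causes cannot be told apart. The spleen of mouse 2, at 35.4% of all genes, did not stand apart. Of the genes called in at least one library by the binomial test, however, 84.6% conflicted in the spleen of mouse 1 and 82.9% in that of mouse 2, against 69.2% to 72.6% in the 4 livers, and after the correction the spleens were again the highest. A difference between organs was not tested and stays open.

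The change of the N2 to Hawaiian ratio from W1 to W2 was 2.75-fold in the spleen of mouse 1 and 3.09-fold to 3.10-fold in the other 3 RNA samples, far apart compared with their range. Among 3048 worm genes with at least 100 counts in every W2 library, 61.0% had a lower N2 share in this library than in the median of the others, against 42.5% to 47.8% for each of the other W2 libraries. The lower share was thus spread over many genes, by a modest margin, which argues against a few genes as the whole cause. A difference in the pipetted mix or in the library remains open and was not tested, and no biological explanation was tested.

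The worm iQCC was higher with W2 than with W1 in both spleens (log2 0.29 and 0.14) and lower in both livers (log2 -0.25 and -0.46). The spleens differed from the livers by 0.57 on the log2 scale (two-sided exact permutation p = 0.333, the smallest that 2 RNA samples against 2 allow), so the design cannot show that the difference exceeds chance. With both libraries of an RNA sample thinned to the same worm counts, 4 of 4 changes kept their sign, although that of the spleen of mouse 1 shrank to 0.06, which argues against worm depth as the whole cause. Without the 100 worm genes with the most counts, 4 of 4 kept their sign, which argues against a few genes taking most of the counts. An effect of the organ whose RNA shares the library stays open and untested, as does chance.

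On the mouse X chromosome, which the paper leaves out of the fit, the share of the alternative allele was above that on the autosomes in each of the 6 RNA samples. It was 77.1% (95% Wilson interval 76.9% to 77.3%) in the liver of mouse 3, 75.3% (75.0% to 75.5%) in the liver of mouse 2 and 73.7% (73.2% to 74.2%) in its spleen. In mouse 1 it was 68.2% (67.6% to 68.8%) in the spleen, 59.4% (56.9% to 61.8%) in liver 1 and 57.3% (56.3% to 58.3%) in liver 2, against 48.7% to 52.6% on the autosomes of all RNA samples. The intervals cover counting error and not overdispersion, and in mouse 1 only 10 and 36 X genes were covered in liver 1 and liver 2. In 0 of 6 RNA samples did the median gene of any autosome have as high an alternative share as the median gene of the X (closest in liver 2 of mouse 1, 52.6% on the X against 50.0%), which argues against a mapping bias towards the alternative allele in the whole genome. More than 50% of the X genes leaned to the alternative allele in 6 of 6 RNA samples, so a few genes taking most of the counts are not the whole cause. The sex of the mice is not stated. Males carry only the X of the mother, so an alternative share from 57.3% to 77.1%, with counts of both alleles in each RNA sample, argues against males. A mapping bias of the X alone and skewed X inactivation in females stay open and were not tested.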

How the results depend on the processing

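Of the values under alternatives other than leaving out an RNA sample, 80 kept their direction and their side of the threshold (or, without a test, stayed within the spread between replicates), 7 were weaker, 3 stronger, 6 reversed and 13 moved. With an RNA sample left out, 45 did so, 8 were weaker, 3 reversed and 4 moved. The cause was not tested except where a construction is named.

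With the excluded estimate alone, which is too high by construction and more so in small batches, the mean iQCC was 4.13 for mouse and 4.11 for worm. The mouse to worm ratio then reversed to 1.04 (exact permutation p = 0.594, n = 6) and the correlation fell to 0.273. The Spearman correlation of the ratio with worm counts was -0.829 (exact permutation p = 0.0583, n = 6), and F between mixes rose to 4.42 (exact permutation p = 0.0339). With the included estimate alone, which is too low by construction, the mean iQCC was 2.34 and 2.96, the ratio 0.808 (exact permutation p = 0.0625, n = 6), the correlation 0.437 and W2 minus W1 -0.039 on the log2 scale. With all 12 libraries as one worm batch, which mixes different worm RNA by construction, the mean worm iQCC was 6.16, the correlation with mouse 0.157, the Spearman correlation of the ratio with worm counts 0.543, F between mixes 15.0 (exact permutation p = 0.00195) and W2 minus W1 0.78 (exact permutation p = 0.00476). With iterated weights, the correlation of the ratio with worm counts was 0.657 and W2 minus W1 -0.016. With at least 100 counts the ratio was 0.939, and with genes of 100 to 500 counts, added after the data were seen, 0.943 (exact permutation p = 0.0625, n = 6, for each).

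Libraries of one RNA sample are paired. With the RNA sample as a block, W2 minus W1 in worm iQCC was -0.068 (exact permutation p = 0.75) and in N2 share 22.8 percentage points (exact permutation p = 0.125, the smallest that 4 pairs allow). The block changed no other call.

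Benjamini-Hochberg adjustment raised conflicting calls to 12432 (binomial) and 1181 (corrected), binomial differential calls between technical replicates to 11473, and calls between the livers of mouse 2 and mouse 3 to 48. At least 100 counts lowered binomial conflicts to 4263 and binomial differential calls to 2073, fewer genes being tested. With the mean worm iQCC of all libraries, 0 genes were called between technical replicates after the correction. With the largest worm iQCC, 12 were called between the livers.

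With each RNA sample left out in turn, the ratio stayed between 0.907 and 0.974, with exact permutation p from 0.0625, the smallest that 5 RNA samples allow, to 0.688 without liver 2 of mouse 1, and W2 minus W1 lay between -0.17 (without the spleen of mouse 1) and 0.19 (without the liver of mouse 2). Leaving out an RNA sample also shrinks the worm batches, and without liver 2 of mouse 1 or the liver of mouse 3 the remaining W3 library drops out of the worm fit. The 0.974 thus rests on the W1 library alone for the liver of mouse 3. With the worm fits of all libraries kept, added after the data were seen, the ratio was 0.924 without the former and 0.915 without the latter (exact permutation p = 0.0625, n = 5, for each). The mean iQCC stayed from 2.98 to 3.18 for mouse and from 3.20 to 3.47 for worm, F between mixes from 0.709 to 1.97 and the N2 difference from 22.5 to 23.2 points. Conflicts ranged from 5183 to 7974 (binomial) and from 199 (without the liver of mouse 3) to 391 (corrected), and differential calls from 2902 to 4090 (binomial) and from 1 to 2 (corrected), 1 without the liver of mouse 2 or of mouse 3. In these fits with 1 W3 library, mixes were not compared. Correlations were not recomputed with single RNA samples left out in turn. Between liver and spleen, 7 genes were called and 6 to 10 under the alternatives, within 1.5 times that count, and whether they are the same genes was not examined. The spread between chromosomes was 4.57% for mouse (4.47% to 4.77% under the alternatives) and 2.32% for worm (2.42% to 3.11%), moving by less than the SD between libraries. The depth of liver 1 of mouse 1, with 365 and 447 genes fitted, limits its mouse iQCC and its contrasts.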

Differences from the paper's values

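The N2 to Hawaiian ratio of W2 was 4.07 ± 0.282 (SD, n = 4 libraries) by counts, where Table 1 gives the paper's RNA ratio of 2. It was 4.07 on genes with at least 30 worm counts, 4.09 on all worm chromosomes and 4.73 from the median over genes of the gene AI, so none of the alternatives set before the data were examined closed the gap. In W1 the ratio was 1.36 ± 0.0226 (SD, n = 6 libraries), where Table 1 gives 1. It was 1.36, 1.36 and 1.40 under the same alternatives, so this smaller gap stayed too.

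The Pearson correlation of mouse and worm iQCC over the 12 libraries was 0.615 (jackknife standard error 0.152), where the paper's value in Fig. 2b, for the libraries of Experiments 1 to 3 together, is 0.97. The alternatives set before the data were examined gave 0.0716 to 0.859, the highest with iterated weights (jackknife standard error 0.0960). Each lay more than 1 standard error below the paper's value, so none closed the gap, though with iterated weights by a small margin. The paper's value also covers libraries of other experiments, so the gap does not show that it fails to reproduce. In simulations the fit of a mouse pair pulled unequal iQCC values together (1.34 and 0.842 times the true ones). Its effect on this correlation was not tested. With the technical replicates averaged, on the log2 scale and over 6 RNA samples, the correlation was 0.928, and 0.953 with iterated weights, values that are on other samples than the paper's.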

Other observations

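The comparison of observed with simulated ratios in each RNA sample and the tests of the mouse 3 liver pair, of the N2 to Hawaiian ratio and of depth in the contrasts of mouse 1 with other mice were chosen only after the result was seen, and the wording of the test of the mouse 3 liver pair was changed once after its value was seen.

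The mouse iQCC was below the worm iQCC in every RNA sample. Counts simulated with the same overdispersion in both organisms gave ratios from 0.943 upwards (mean 0.954 in 20 simulations), and 0 of 20 were as low as the 0.917 observed. These simulations hold no differences between RNA samples. Within each RNA sample, the observed ratio was on average 0.962 of its mean simulated ratio (0.933 to 0.981, below 1 in 6 of 6, two-sided exact sign-flip permutation p = 0.03125, the smallest possible), which argues against the bias of the fit in batches of 2 mouse libraries as the whole cause. RNA samples that share a worm mix are not independent in this test. On genes with 100 to 500 counts in both organisms the ratio was 0.943, below 1 in 5 of 6 RNA samples (0.876 to 1.01, two-sided exact permutation p = 0.0625), so the coverage of the genes fitted may contribute. The excluded estimate alone reversed the direction, so the difference depends on the way the estimates are combined. Batch size enters this reversal. With the excluded estimate in place of the geometric mean, the mean rose from 3.10 to 4.13 in the mouse batches of 2 libraries. In the larger worm batches it rose from 3.29 to 3.57 (W1) and from 3.36 to 3.81 (W2). The reversal thus does not show that the mouse iQCC is the higher. No biological explanation was tested.

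In the liver of mouse 3, the mouse iQCC differed 1.08-fold between the libraries and the worm iQCC 1.86-fold. Mouse counts simulated with the worm overdispersion of these libraries gave a mean fold of 1.06 (1.05 to 1.07 in 20 simulations), even closer together than the observed values. A candidate explanation is that the fit of a pair of libraries pulls unequal overdispersion together. The test was first worded as simulated values as close together as the observed ones within the spread of the simulations, and the observed value lies just outside that spread.

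The N2 to Hawaiian ratio changed from W1 more than the 2-fold of the stated mixes, by 3.01-fold in W2 and 2.79-fold in W3. A constant bias towards one strain cancels in this comparison, so the 3.01-fold change argues against it. The median gene changed 3.07-fold in W2, which argues against a few genes taking most of the counts. A mix of 3 parts N2 to 1 part Hawaiian RNA in W2 would give a 3-fold change and stays open as a hypothesis, at 3.01 ± 0.173 (SD, n = 4). The reverse mix in W3 would also give 3-fold, and 2.79 ± 0.0938 (SD, n = 2) lies beyond its spread, though from a pair of libraries. Table 1 lists mixes of these proportions for Experiment 3. Unequal quality or messenger RNA content of the strain RNAs would cancel in the same way if the same RNAs went into every mix, which the paper does not state outright. Other causes were not tested.

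Between RNA samples, the corrected test called genes in contrasts that the paper does not report, each of which compares 1 RNA sample with another. Between liver 2 of mouse 1 and the liver of mouse 2 it called 8 of 2752 genes, between liver 2 of mouse 1 and the liver of mouse 3 it called 13 of 2758, and between the livers of mouse 2 and mouse 3 it called 25 of 8225. The binomial test called 621, 741 and 1664. With the corrected z test the unadjusted p-value was under 0.05 for 4.83%, 7.07% and 6.32% of genes. The first of these shares was below the 5.56% between both livers of mouse 1. All 25 genes had the same direction in each of the 4 pairs of single libraries, with differences from 0.982 to 30.1 percentage points (median 9.60). The genes were called on the summed counts of these same libraries, so the shared direction is not an independent test. Singled out after their values were seen, ENSMUSG00000071178 (GRCm38 chromosome 12, 103728156 to 103830373) had a reference share of 83.1% (95% Wilson interval 82.8% to 83.5%) in mouse 2 and 72.4% (72.2% to 72.7%) in mouse 3. ENSMUSG00000067235 (chromosome 17, 35470089 to 35474563) had 86.2% (85.7% to 86.6%) and 94.5% (94.3% to 94.7%). With the largest worm iQCC of all libraries in every library, 12 genes were called, which argues against overdispersion underestimated by the spike-in as the whole cause. Differences between individual mice stay open.

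Between both livers of mouse 1, 0 of 792 genes were called (unadjusted p under 0.05 for 5.56%), and liver 1 had the lowest depth. To ask whether depth alone separates this contrast from those with other mice, the AI of the other mouse was drawn with the counts and overdispersion of liver 1. At least 1 gene was then called in 14 of 20 draws for mouse 2 and in 19 of 20 for mouse 3. Of the 3 versions of this test that were run, this was the last, and the earlier versions were replaced after their outcome was seen. Thinned counts with the overdispersion of the full counts gave 2 and 20 of 20 draws, and thinned counts with overdispersion scaled to the thinning gave 20 and 20. For mouse 3 all versions argue against greater depth as the whole cause. For mouse 2 depth and a difference between mice cannot be told apart, because the outcome changed with the version.

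Between the spleens of mouse 1 and mouse 2, 0 of 5383 genes were called after the correction (unadjusted p under 0.05 for 4.83%) and 1239 with the binomial test. Between liver and spleen, the corrected test called 1 of 557 genes in mouse 1 (liver 1) and 6 of 5633 in mouse 2, and the binomial test 164 and 1222. The unadjusted p-value was under 0.05 for 7.18% and 6.11% of genes. Of the 6 genes of mouse 2, 3 were tested in mouse 1 and all 3 had the same direction there. In 2 of the 6 the spleen had 32 counts, close to the minimum of 30. The gene of mouse 1, ENSMUSG00000032518 (chromosome 9, 120127766 to 120132369), chosen after its values were seen, had a reference share of 22.9% (95% Wilson interval 21.4% to 24.4%) in liver 1 and 43.2% (42.2% to 44.2%) in the spleen, and the direction was the opposite in mouse 2.

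After the spike-in correction, the mean squared z between technical replicates had a geometric mean of 0.933, below 1 in 5 of 6 pairs (two-sided exact sign-flip permutation p = 0.156). With the mouse iQCC in place of the worm iQCC, the mean was 1.11 ± 0.0354 (SD, n = 6 pairs), 510 genes had conflicting calls and 2 were called as different. The gene shown in Fig. 1, ENSMUSG00000038188, had between 7 and 406 allelic counts per library (median 33) and reached 30 counts in 6 of the 12 libraries.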
